A study of Mus musculus with 8 samples. Its data were reported in "The Transcriptional Activator Krüppel-like Factor-6 Is Required for CNS Myelination" (2016).

How the data were processed

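RNA from cultured mouse oligodendrocyte lineage cells was sequenced in 8 cultures, 2 in each of 4 groups. OLP are oligodendrocyte progenitors, the dividing cells that give rise to the myelin-forming cells of the central nervous system. iOL are immature oligodendrocytes, here progenitors that had been exposed to thyroid hormone (T3) at 40 ng/ml for 18 h. According to the study, progenitors were nucleofected, that is, electroporated so that nucleic acid reaches the nucleus. They received siRNA against Klf6 (siKlf6) or a non-targeting control siRNA (NT). They were harvested after attachment as OLP, or after the additional 18 h with T3 as iOL. An siRNA is a short double-stranded RNA. Its guide strand directs cleavage of a matching messenger RNA, while the passenger strand is discarded. Groups and replicate numbers were taken from the sample labels.

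According to the methods of the study, the libraries were sequenced on an Illumina instrument, trimmed reads were mapped to the mm9 mouse genome with TopHat, transcripts were quantified with Cufflinks, and the conditions were compared with CuffDiff under default settings. Tool versions were not stated. The deposited data analysed here were 2 tables of the authors' CuffDiff comparisons, one for each stage. Each table held the rows that CuffDiff had marked as significant and no others. The authors gave expression as FPKM, mapped fragments scaled to transcript length and to the total of mapped fragments, with a single pooled value for each condition. The fold changes deposited by the authors were on the log2 scale, silenced over control. The deposited test statistic was a CuffDiff score and was read but not used. The p-values and q-values were deposited by the authors, the q-value being the p-value after false discovery rate adjustment over the genes tested in that stage. No per-sample column was present, so no error between cultures, no standard deviation and no test across cultures could be computed. The total number of reads in each culture was unknown, and the precision that depth gives to each value was unknown too.

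This processing bears on the measurements in several ways. A table of significant rows cannot show whether an absent gene was unchanged, too weakly expressed or above the q threshold. Some ranks under the threshold also had no row, as described below, so a gene can be absent although it passed. A gene that is absent is described as not listed. CuffDiff takes its p-values from a fixed number of draws, so many rows share the smallest value. FPKM divides by transcript length, which makes values of very short annotated RNAs uncertain. One row can cover several overlapping genes, and the row then names all of them. Whether reads were assigned by strand was not stated.

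The number of genes tested was worked out from the deposited p-values and q-values, since a Benjamini-Hochberg q is the p multiplied by the number of tests and divided by the rank. The smallest number of tests that gave whole ranks at every distinct p was 16498 in OLP and 16798 in iOL, and multiples of these numbers also satisfy the relation. The last rank under the threshold was 290 in OLP and 119 in iOL, against 275 and 112 rows analysed here, so 15 and 7 ranks had no row. Tested on simulated data, the solver returned the true number of tests in 20 of 20 sets.

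Calls were the authors' rows with q under 0.05. The share of calls that were lower in siKlf6 was compared with 50% by a two-sided exact binomial test, with a Wilson 95% interval. The shares in the 2 stages were compared by a two-sided Fisher's exact test after genes called in both stages had been left out. The overlap of calls was tested by a one-sided Fisher's exact test over 16498 genes, the smaller number tested. Genes were matched by symbol. Correlations over shared genes were tested with 100000 permutations, and 6 correlation tests were adjusted together by the Benjamini-Hochberg method. Intervals on medians came from 10000 bootstrap draws over genes. In all of these the unit is the gene, and genes are not independent replicates. The comparisons of OLP and of iOL used separate libraries and shared no control library. Whether OLP and iOL cultures came from the same nucleofected preparations is not known from the labels, so an effect of a shared preparation on the overlap and the correlation is not excluded.

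Genes named in the report followed a rule set before the data were examined: Klf6; the genes that the text of the study names as regulated; stage markers, members of the Klf/Sp family and importins where listed; and in each stage the 3 largest falls and 3 largest rises among rows with at least 1 FPKM in both conditions, a single symbol and a locus of at least 500 bp. Some genes that this rule covers are not reported here, and the gp130 list was counted without them. Any other gene named was chosen after its values were seen. The tests, the gene rule and most alternatives were also set before the data were examined. Alternatives were a q under 0.01, filters at 1 FPKM, log2 of FPKM with 1 or 0.1 added, a minimum absolute log2 fold change of 1, loci under 500 bp or rows naming several genes left out, unique gene symbols, and matching by overlapping position. Further alternatives, chosen after seeing the data, were equal p limits in both tables, rows naming a microRNA left out, and genes with a guide seed match left out.

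The deposited tables carried no coordinates. Positions are those of GENCODE M1, an annotation of the NCBIM37 assembly (the same assembly as mm9), found by gene symbol, counted from 1. In OLP 276 of 283 symbols and in iOL 113 of 118 symbols were found. The siRNA sequences were those in the methods of the study, which describe one as primary. The sequenced cultures were taken to have received the primary siRNA on the basis of that description, since the sample labels do not name the sequence. For each of 19915 protein-coding genes the longest annotated 3′ UTR was searched for 7-mers, and all 16384 7-mers were ranked by a hypergeometric p in each set of called genes. The genes tested by CuffDiff are not known by name, so all protein-coding genes with a 3′ UTR served as the background. On simulated data, a 7-mer planted in 17 of 33 genes ranked in the first 10 in 20 of 20 sets. An unplanted one did so in 0 of 20. Lower planting rates were not simulated, so recovery of weaker enrichments was not tested. For length-matched comparisons, 10000 gene sets were drawn from 20 bins of 3′ UTR length. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.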

Results

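The data compared Klf6-silenced and NT control cultures of primary mouse cells at 2 stages, OLP and iOL. Klf6 is a transcriptional activator of the Klf/Sp zinc finger family. The study asked which transcripts are regulated by Klf6 in progenitors and in cells that have started to differentiate. From these data it proposes that Klf6 feeds back on gp130-Stat3 signaling, the cytokine pathway that induces it. Each of the 4 groups held 2 cultures. The tables gave a single FPKM per condition, so no spread between cultures could be computed for any value below, and the depth of each culture was unknown. Statements on single genes rest on the authors' CuffDiff test.

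Silencing was examined first. In the authors' deposited table for OLP, Klf6 fell from 38.6 FPKM in NT to 20.0 FPKM in siKlf6 cultures, a log2 fold change of -0.95 and a 48.2% lower value, with an authors' q of 0.0048. Klf6 lies on chromosome 13 at 5860735 to 5869639 on the plus strand (NCBIM37). The primary siRNA described by the study has the sense sequence GCAGGAAAGTTTACACGAA, written as DNA. Its 19 bases matched the spliced Klf6 transcript at positions 875 to 893, inside the coding sequence (positions 151 to 1107), and lay in exon 2 of 4 at chromosome 13, 5864534 to 5864552. The surrounding transcript read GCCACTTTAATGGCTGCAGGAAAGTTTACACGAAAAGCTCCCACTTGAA. Klf6 was the only gene among the annotated protein-coding transcripts searched with a full match. Klf6 was not listed in iOL, so the extent of silencing at that stage cannot be given. In iOL 7 ranks under the q threshold had no row here, so a gene that is not listed may still have passed it.

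Many more transcripts were called in OLP than in iOL. The authors' deposited table for OLP listed 275 transcripts with q under 0.05, of which 216 were lower and 59 were higher in siKlf6. The authors' deposited table for iOL listed 112, of which 51 were lower and 61 were higher. The alternative that moved the OLP count most was a minimum absolute log2 fold change of 1, which left 155 transcripts. In iOL it was a q under 0.01, which left 0 (181 in OLP), since the lowest p-value that CuffDiff gave does not reach that q in iOL. The smallest q in that table was 0.0102. All 112 iOL rows had an unadjusted p under 0.05, which follows from listing only rows with q under 0.05.

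The direction of the calls was unequal in OLP. There, 78.5% of calls were lower in siKlf6 (Wilson 95% interval 73.3% to 83.0%), and the two-sided exact binomial test against 50% gave p = 3.28e-22. In iOL the share was 45.5% (36.6% to 54.8%) and did not differ from 50% (two-sided exact binomial p = 0.395). Restricting iOL to rows with at least 1 FPKM in both conditions moved this share to the other side of 50%, to 52.3% (exact p = 0.747). Among genes called in a single stage, 182 of 225 were lower in OLP (80.9%) and 17 of 62 in iOL (27.4%). The difference was 53.5 percentage points (two-sided Fisher's exact p = 7.46e-15). The intervals and tests treat genes as independent and do not include variation between cultures.

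**Figure D1:**
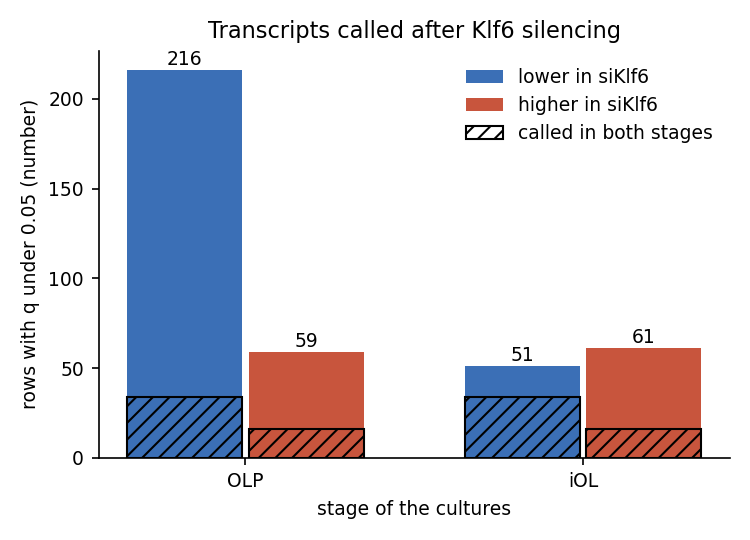
Number of transcripts called by the authors' test (vertical axis, rows with q under 0.05) in OLP and iOL, split into lower (blue) and higher (red) in siKlf6, with the hatched part of each bar giving genes called in both stages. Lower calls outnumber higher calls in OLP (216 against 59), while the split in iOL is near even (51 against 61).

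The size of the changes also differed. The median absolute log2 fold change among calls was 1.06 in OLP (bootstrap 95% interval over genes 1.00 to 1.16) and 0.86 in iOL (0.81 to 0.92). No test was set for these medians. Adding 1 FPKM before taking log2 reduced them to 0.81 and 0.63. In OLP 155 calls changed by at least 1 on the log2 scale, 131 of them lower. In iOL 40 did so, 15 of them lower.

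A set of 50 genes was called in both stages, 44.6% of the iOL calls and 18.2% of the OLP calls. Chance overlap over the 16498 genes tested would give 1.87 (one-sided Fisher's exact p = 1.04e-59). All 50 moved in the same direction at both stages, 34 lower and 16 higher (two-sided exact binomial p = 1.78e-15). Over these genes the log2 fold changes in OLP and iOL correlated with a Pearson r of 0.962 and a Spearman rho of 0.855, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and 3e-05 after adjustment over 6 tests. Leaving out the 2 genes farthest from the median in OLP gave an r of 0.956. The pooled value mostly reflects the sign of the change, since the genes form a lower and a higher group. Within the lower genes r was 0.611 (permutation p = 0.00019, adjusted 0.00038) and rho was 0.589 (permutation p = 0.00036, adjusted 0.00054). Within the higher genes r was 0.617 (permutation p = 0.01, adjusted 0.012) and rho was 0.509 (permutation p = 0.0469, adjusted 0.0469). These correlations are across genes, which are not independent replicates, and the labels do not say whether cultures of the 2 stages came from the same preparations.

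**Figure D2:**
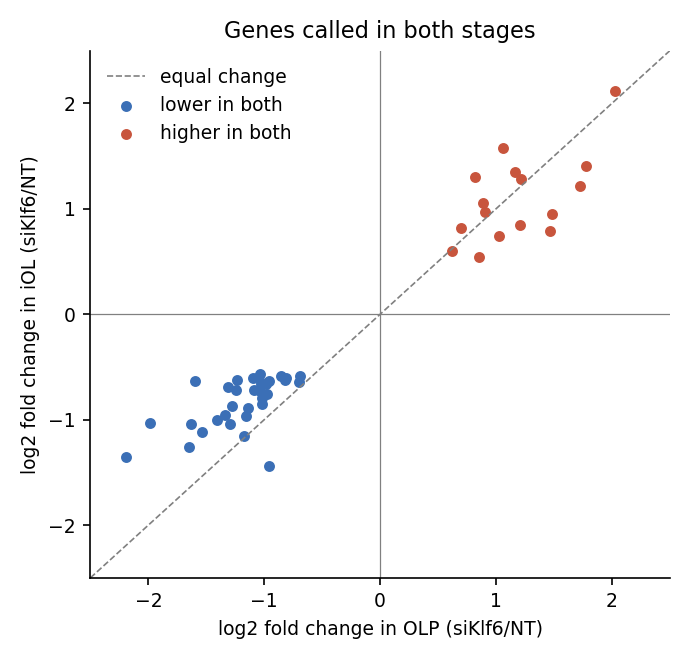
Log2 fold change (siKlf6 over NT) in iOL against that in OLP for the 50 genes called in both stages, 34 lower (blue) and 16 higher (red), with a dashed line where both changes are equal. All points lie in the lower left or upper right quadrant, and 33 of the lower genes changed less in iOL than in OLP.

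Genes of the gp130 pathway named by the study were then considered. gp130 is the receptor subunit encoded by Il6st, Jak1 is its kinase, Stat3 is a transcription factor it activates, and Socs2 and Socs3 are inhibitors induced by the pathway. In the authors' deposited table for OLP, these 5 genes were all listed and all were lower. Socs2 changed most by deposited fold change, from 4.06 to 0.236 FPKM (log2 fold change -4.11), in the authors' deposited table. That order rests on a silenced value under 1 FPKM. With 1 FPKM added before log2, Socs2 was at -2.03 and Socs3 at -2.57. Socs2 also lost its call where at least 1 FPKM was required in both conditions. Socs3 went from 46.6 to 7.02 FPKM (-2.73) and Il6st from 25.0 to 8.63 FPKM (-1.53) in the authors' deposited table. The authors' deposited table gave smaller changes for Stat3 (91.0 to 56.8 FPKM, -0.68) and Jak1 (26.3 to 16.5 FPKM, -0.68). The largest of the authors' q-values in this list was 0.0229, for Jak1. Adjusted over the list alone, 5 of 5 genes had an authors' p-value that stayed under 0.05. The study chose these genes on these cultures, so that count is not independent evidence. None was listed in iOL (0 of 5), and whether the response of these genes differed between stages could not be tested without their iOL values. Il6st lies on chromosome 13 at 113265216 to 113297068 (plus strand) and Socs3 on chromosome 11 at 117827393 to 117831361 (minus strand).

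**Figure D3:**
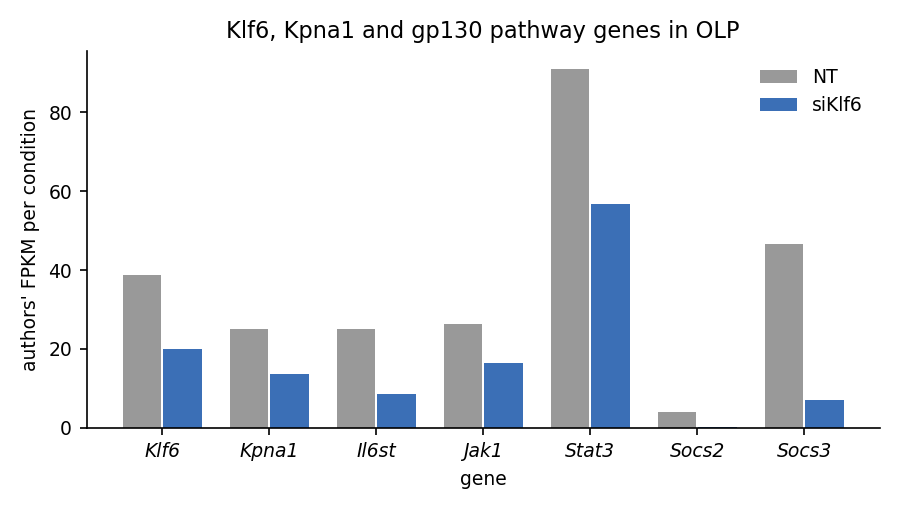
FPKM per condition from the authors' deposited table for OLP (vertical axis, pooled values with no error available) for Klf6, Kpna1 and 5 gp130 pathway genes in NT (grey) and siKlf6 (blue). All genes shown are lower in siKlf6, with Socs2 falling from 4.06 to 0.236 FPKM and Stat3 from 91.0 to 56.8 FPKM.

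Kpna1, which encodes the nuclear import factor that the study calls importin-α5, lies on chromosome 16 at 35978836 to 36037217 (plus strand). In the authors' deposited table for OLP it fell from 25.1 to 13.6 FPKM, a log2 fold change of -0.88 with an authors' q of 0.0048. It was not listed in iOL, where it could hold one of the 7 ranks with no row. The study describes it as regulated at both stages. No other importin was listed at either stage. Its 3′ UTR, like that of Il6st, holds a match to the seed of the guide of the primary Klf6 siRNA.

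Genes tied by the study to progenitor maintenance and differentiation moved in both directions. In the authors' deposited table for OLP, log2 fold changes were 0.72 for Sox9, 0.74 for Sox21 and 0.67 for Dact1, all higher in siKlf6, and -0.70 for Wnt7b. In the authors' deposited table for iOL, Sox10 fell from 42.1 to 25.9 FPKM (-0.70) and Plxnb3 from 8.33 to 5.12 FPKM (-0.70). Dbx2 and Stmn3 were lower at both stages, with log2 fold changes of -1.60 and -0.70 in OLP and -0.63 and -0.64 in iOL in the authors' deposited tables. Sox8 was not listed at either stage. The stage markers Pdgfra, Cspg4, Nkx2-2, Apc, Cnp, Mag, Mbp and Mog were not listed either. Of the Klf/Sp family, Klf4 (-1.75) and Klf5 (-2.54) were lower in the authors' deposited table for OLP, and in iOL no member was listed.

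The largest changes among well-measured single-gene rows were as follows. In the authors' deposited table for OLP, the 3 largest falls were Serpina3n (27.9 to 1.27 FPKM, -4.45), Fosl2 (25.8 to 1.54 FPKM, -4.07) and Junb (47.6 to 3.26 FPKM, -3.87). The 3 largest rises in the authors' deposited table for OLP were Nrgn (1.73), AW551984 (1.48) and Car3 (1.46). With 1 FPKM added before log2 these were 1.62, 0.96 and 1.42, so Car3 then exceeded AW551984. In iOL the authors' deposited table gave the largest falls for Ndrg2 (25.9 to 9.55 FPKM, -1.44), Nedd4 (242 to 95.04 FPKM, -1.35) and S100a10 (61.6 to 27.7 FPKM, -1.15). Rises there were largest for Cd36 (1.43), Zcchc12 (1.35) and Sel1l3 (1.30) in the authors' deposited table. With 1 FPKM added before log2, Zcchc12 (1.29) exceeded Cd36 (0.94) and Sel1l3 (0.94). Other rows were not ranked on that scale. Serpina3n lies on chromosome 12 at 105644939 to 105652539 (plus strand) and Nedd4 on chromosome 9 at 72510364 to 72597649 (plus strand). The 3′ UTR of Nedd4 also holds a match to the guide seed.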

Values the study reported

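The study reported 212 transcripts as Klf6-regulated in OLP and 91 in iOL. It counted 40 of them as shared by the stages. These counts are lower than those of the deposited rows given above, although the study used the same adjusted p threshold. Its methods describe no further filter, so the reason for the difference is not known.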

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

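The tests on library scaling, seed matches and other cell types in this part were chosen after the result had been seen. The share of lower calls differed between the stages. Among genes called in a single stage it was 53.5 percentage points higher in OLP than in iOL (80.9% against 27.4%, two-sided Fisher's exact p = 7.46e-15). The difference stayed between 43.7 and 60.3 points across the 11 alternatives that gave a value. It drew attention because the same contrast, siKlf6 against NT, gave mostly lower calls at one stage only. The size of the difference depends on leaving out the shared genes. Over all calls the shares were 78.5% in OLP and 45.5% in iOL, the latter not different from 50%, and the 50 shared genes all moved the same way.

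Direct matches to the siRNA guide seed were argued against as the whole cause. With every gene that carried one left out, the difference was 48.9 points (Fisher's exact p = 1.63e-11). That test does not reach secondary effects, such as genes downstream of a transcript with a match.

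Scaling between the libraries may have contributed and cannot be told apart from a biological shift. One factor per library would add the same amount to every log2 fold change. A line of the iOL on the OLP log2 fold changes over the 50 shared genes had an intercept of 0.12 (bootstrap 95% interval over genes 0.04 to 0.21) and a slope of 0.783 (0.713 to 0.860). That intercept does not establish an offset. The median shift from OLP to iOL was 0.35 for the 34 lower and 0.03 for the 16 higher genes (permutation p of the difference 8e-05), so it was not the same amount for every gene, and a smaller change of the lower genes alone would give an intercept above 0 too. Scaling combined with a weaker response in iOL stays open. Among calls with an absolute log2 fold change of at least 1 the difference between stages was 60.3 points.

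Fewer astrocytes or microglia in the silenced OLP cultures may also have contributed, and this cannot be told apart from a change within OLP. The study describes panning steps that deplete microglia and select for Pdgfra, and cultures that were almost wholly OLP at plating. This limits how much other cells could contribute, but the composition of the sequenced cultures is not known here. Of 15 astrocyte and 15 microglia markers, 3 were listed as lower in OLP, in the authors' deposited table: Gfap (3.06 to 0.0752 FPKM), Cd14 (1.91 to 0.146 FPKM) and Irf8 (1.81 to 0.667 FPKM). Sox9, also an astrocyte marker, was higher, but OLP express it and the study named it from these cultures. None of the 30 was listed in iOL. Which of the other markers OLP express is not known from these tables, and the most abundant transcripts of both cell types were not listed, so their levels are unknown.

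Other explanations stay open and were not tested. A biological difference between progenitors and cells exposed to T3 is one such explanation. Unequal depth or unequal variation between the cultures of each stage is another, since neither can be read from pooled values.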

How the results depend on the processing

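No paired analysis was possible because the tables hold a single pooled value per condition and no value for a replicate. For the same reason the replicate block and the leave-one-out alternatives were not run. No fold change was infinite, so the alternative for infinite values changed nothing. Alternatives based on equal p limits, microRNA rows and seed matches were chosen after seeing the data. The depth of the libraries is unknown, so its limits on these results cannot be given.

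A pair of results kept their direction and their side of the threshold in each alternative that gave a value. These were the share of lower calls in OLP (74.7% to 84.5%) and the difference between stages in that share (43.7 to 60.3 points). The same direction of all shared genes and the correlation over them (r from 0.949 to 0.979) were also kept, but this says little about stability. Nearly all alternatives take a part of the same 50 genes, and the pooled r is set by the lower and the higher group. The overlap exceeded chance wherever genes remained in both tables, with a largest Fisher's exact p of 4.32e-19.

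Counts moved by more than 1.5 times where the threshold was made stricter, which follows from calling fewer genes. A q under 0.01 left 181 transcripts in OLP, 0 in iOL and therefore 0 shared genes. The values of 0 follow from the lowest p-value that CuffDiff gave, 5e-05, which corresponds to a q of 0.0102 in iOL, so no iOL row could pass and this setting does not test the iOL calls. All 112 iOL rows had an unadjusted p under 0.05, but this follows from listing only rows with q under 0.05. No share, median, direction or correlation could be given for iOL under that setting. An absolute log2 fold change of at least 1 left 155 transcripts in OLP, 40 in iOL, 14 shared genes and 3 gp130 pathway genes. It also removed the call of Klf6 in OLP, whose log2 fold change is -0.95. Requiring the smallest p at each stage left 167 transcripts in OLP and 25 shared genes. Leaving out genes with a guide seed match left 32 shared genes.

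The share of lower calls in iOL was near 50% and changed side when rows needed at least 1 FPKM in both conditions (52.3%, exact binomial p = 0.747). It fell to 37.8% without genes carrying a guide seed match, and then differed from 50% (exact binomial p = 0.0263). This follows from which calls the filter removed. A match was in 17 genes lower in both stages and 0 lower in iOL only. It was in 1 gene higher in both stages and 4 higher in iOL only. Over its alternatives the share ran from 37.5% to 52.3%.

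Median absolute log2 fold changes moved outside their bootstrap intervals in several settings. In OLP the median was 1.29 at q under 0.01, 0.95 with at least 1 FPKM in both conditions, 0.81 with 1 FPKM added, 1.51 at a minimum change of 1 and 1.32 at the smallest p. In iOL it was 0.79, 0.63 and 1.28 under the middle 3 of these settings. The pseudocount shrinks weakly expressed genes, and the other settings select larger or smaller changes by construction.

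Directions of single named genes were not tested by these alternatives, since filters leave a fold change as it is and a constant added to both conditions cannot change its sign. Among 30 values of such genes the call was lost in 35 of 360 recalculations and in 20 of the 30 for at least one setting. Of these losses, 14 were at q under 0.01, where those in iOL follow from the same floor, and 12 at the minimum change of 1.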

Other observations

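The predictions for guide and passenger seeds in the 3′ UTR and the coding sequence, and for transcript length and GC content, were written before the values were seen. All other tests in this part were chosen afterwards.

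Genes that fell often carried a match to the seed of the guide of the primary Klf6 siRNA in the 3′ UTR. The seed is positions 2 to 8 of the guide, counted from its 5′ end. An siRNA can lower transcripts that pair with the seed alone, as a microRNA does. The 7-mer that pairs with these positions is TACACGA. It was found in 10 of the 33 genes lower in both stages that have an annotated 3′ UTR, against 1.35% of all genes (exact hypergeometric p = 1.16e-11), and ranked 2 of 16384 7-mers. It was in 0 of the 16 genes higher in both stages (two-sided Fisher's exact p = 0.0197). The 7-mer in rank 1 was ACACGAA, which pairs with guide positions 2 to 7 and ends in A. It was in 14 of the 33 genes (exact hypergeometric p = 5.26e-16). The count of TACACGA was the test set beforehand, and those of ACACGAA and of either 7-mer were computed alongside it. Either 7-mer was in 17 of 33, against 1 of 16 higher genes (Fisher's exact p = 0.00351). In genes lower in OLP only, TACACGA was in 17 of 177 and ranked 4 (exact hypergeometric p = 2.86e-10), and 28 carried either 7-mer. In genes lower in iOL only it ranked 9489, with either 7-mer in 0 of 16 genes (Fisher's exact p against the genes lower in both stages 0.00025). Genes higher in OLP only carried either 7-mer in 0 of 40. Those higher in iOL only went the other way, with 4 of 40 (10.0%, against 2.87% of all genes, p over length-matched gene sets 0.123). ACACGAA was in 3 of these 40 (exact hypergeometric p = 0.0426). Among genes called in iOL only, matches were thus in genes that rose.

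The tables argue against several other readings of this pattern. Length of the 3′ UTR does not account for it, since none of 10000 length-matched gene sets reached 17 genes (permutation p = 1e-04, the smallest they can give, with a mean of 1.36 and a maximum of 7). The passenger strand seed ranked 9317 in the genes lower in both stages. In coding sequences of the genes lower in both stages TACACGA ranked 6938 and ACACGAA 1047, so base composition shared by whole transcripts is a poor account. The seeds of the additional Klf6 siRNAs described by the study ranked 13772 and 10443 in that set. One of them has a variant ending in A, CACGAAA, in rank 4, which overlaps ACACGAA by all but its last base. These contrasts were less clear in genes lower in OLP only. There the passenger seed was in 57 of 177 genes, 32.2% against 21.5% of all genes (exact hypergeometric p = 0.000591, rank 752). The additional siRNA seeds ranked 1724 (exact hypergeometric p = 0.00389, 4.5% of genes) and 3355 (p = 0.0175, 9.0%). Genes higher in OLP only carried the passenger seed in 14 of 40, or 35.0% (exact hypergeometric p = 0.0347). The additional siRNA seeds were in 5.0% and 7.5% of them. The passenger excess was therefore not confined to genes that fell, as it would be if pairing alone caused it. Neither a shared sequence bias nor some passenger pairing is excluded for genes lower in OLP only. The passenger and additional siRNA counts were not matched for 3′ UTR length, so length is not excluded for them either. Length matching was done for the guide. The 28 genes lower in OLP only with either guide 7-mer exceeded every length-matched set (mean 7.14, maximum 19, permutation p = 1e-04).

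A candidate explanation is therefore that direct seed pairing by the guide lowered a part of these transcripts irrespective of Klf6 (TACACGA at rank 2 of 16384, seed match of the siRNA guide in the 3 prime UTR). This is a hypothesis. A match does not exclude control by Klf6, 16 of the 33 genes carried none, and the sample labels do not name the siRNA. The study names this sequence as its primary siRNA and says that it kept to a single siRNA after comparing several, without naming that one by sequence. The study also used further siRNAs and genetic inactivation, which were not analysed here. By sequencing DNA bound by Klf6, it reports Klf6 at the promoters of Il6st and Kpna1. In mice with Klf6 inactivated in the oligodendrocyte lineage, without siRNA, it reports less importin-α5 and Stat3 protein. Those data were not analysed here either. Among genes the study named, matches were present in Kpna1 (chromosome 16, 36035696 to 36035702, exon 14 of 14, context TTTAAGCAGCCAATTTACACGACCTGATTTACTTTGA) and Il6st (chromosome 13, 113295912 to 113295918, exon 15 of 15, context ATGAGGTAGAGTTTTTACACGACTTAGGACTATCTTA). Nedd4, among the largest falls in iOL, had 2 copies of ACACGAA, at chromosome 9, 72595755 to 72595761 and 72597326 to 72597332, both in exon 29 of 29.

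Genes lower in both stages fell less in iOL. Of the 34, 33 changed less in iOL than in OLP, against 8 of the 16 higher genes (two-sided Fisher's exact p = 0.000179). The exception was Ndrg2. The median ratio of the iOL to the OLP change was 0.691 for lower and 1.01 for higher genes. Selection of genes by a threshold would on its own shrink both sets alike, which is not what the counts show. Selection combined with an offset between the libraries (an intercept of 0.12 was compatible with one) could produce both values and stays open. Loss of the siRNA over the extra culture time could make the falls smaller. Taken alone it would shrink the rises too, whereas the higher genes kept a median ratio of 1.01. Such loss combined with an offset stays open and cannot be told apart from a change in the response. Genes with a seed match had a median ratio of 0.673 (17 genes) and those without one 0.720 (16 genes), a difference within chance (permutation p = 0.31). The absence of Klf6 from the iOL table leaves the silencing at that stage unknown.

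Lower and higher calls differed in GC content of the longest annotated transcript. Median GC was 52.8% for lower and 49.1% for higher calls in OLP, and 51.7% and 48.5% in iOL (permutation p adjusted over 4 tests 0.00558 in each). Median transcript length was 3304 and 4094 bases in OLP (adjusted permutation p = 0.0479), and 3179 and 3751 bases in iOL (adjusted permutation p = 0.123), where the smaller number of genes leaves it open. Values were available for 97.1% of OLP and 95.5% of iOL calls. A GC or length bias between libraries could therefore contribute to the split of calls. Genes of a given function can also share GC content, and without values per culture these accounts stay open.

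The 5 largest absolute changes in iOL were all on rows that name a microRNA, chosen here after their values were seen. They include rises of 4.98 and 4.88 on the log2 scale for the rows naming Mir147 and Mir24-1 in the authors' deposited table. The 7 such rows in iOL had a median absolute log2 fold change of 3.52, against 0.85 for other rows (two-sided exact Mann-Whitney p = 0.000486). That p-value restates the observation for which the rows were chosen and is not separate evidence. In OLP the 5 such rows had 1.65 against 1.06 (exact p = 0.158). Short annotated RNA in the row could give unstable FPKM, and the few rows in OLP leave this open. No biological explanation was tested for these rows.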
